A study of Homo sapiens with 24 samples. Its data were reported in "Spliceosome induction is a druggable dependency of RAS-driven senescence and cancer" (2026).

How the data were processed

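RNA-seq libraries from IMR90 cells, an established line of human lung fibroblasts, were analysed as gene counts. The deposited table holds raw counts of reads per gene, which the authors made by aligning reads to the hg19 genome with TopHat and counting them over genes with featureCounts from the Rsubread package; the study's methods name an Ensembl annotation. No normalization had been applied to the deposited counts, and no rows in them stand for reads outside genes. The strand setting of the counting step was not stated, so genes that overlap another gene, and antisense genes, may carry reads of their neighbours. Each of the 24 columns was matched by its name to the title of 1 sample, and 0 columns belonged to no sample. The table has 57820 gene rows, of which 55538 (96.05%) were matched by their Ensembl identifier to a symbol. Positions, gene types, exon numbers, transcript lengths and GC content were taken from GENCODE release 44 lifted to GRCh37, the same build as hg19. Exon number, length and GC content are those of the canonical transcript, or of the longest transcript where none is marked canonical.

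Samples were grouped by the cell and the siRNA that their titles give. Control cells carried an empty vector and RAS cells a fusion of oncogenic HRAS with the hormone-binding part of the estrogen receptor, which a tamoxifen derivative switches on; both received the drug. Per the study's methods, siRNAs were introduced on day 6 of induction and RNA was taken 48 h later. Each cell received 2 non-targeting siRNAs (siNT1 and siNT2) and 2 siRNAs against SF3B1 (siSF3B1_13 and siSF3B1_16), with 3 replicates per siRNA, which gives 8 groups of 3 and, with the siRNAs of one kind pooled, 4 arms of 6. Libraries of one group were compared by a chi-square test of their counts over genes. The statistic per degree of freedom lay between 2.18 and 30.5 (median 4.35, 24 pairs), so no 2 libraries agreed within sampling noise and each was counted as 1 replicate.

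Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the arms as groups and its default minimum count of 10, which left 16008 genes holding at least 99.9% of each library's counts. Libraries were scaled by TMM factors. One quasi-likelihood fit with a mean per arm (estimateDisp, glmQLFit and glmQLFTest with default arguments) gave the contrasts of siSF3B1 against siNT in each cell, of RAS against Control in each siRNA arm, and the interaction, which is the siSF3B1 response in RAS cells minus that in Control cells. A second fit with a mean per group gave the contrasts between the 2 siRNAs of one kind. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and genes with an adjusted p under 0.05 were counted. A standard error of a log2 fold change is its absolute value divided by the square root of the quasi-likelihood F statistic. Levels are given as CPM, the counts relative to the TMM-scaled library total. All adjusted p-values of single genes below are from edgeR's quasi-likelihood test unless another tool is named.

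The siSF3B1 response score of a library is the projection of its log2 CPM (prior count 2), after subtraction of the siNT mean of its cell, on the mean response of both cells over all kept genes, divided by the squared length of that mean response, so that a score of 1 is the mean response. Scores were compared between the cells by an exact two-sided permutation test over all 924 arrangements of the 12 libraries. All scores of a cell share its siNT mean, so this p leaves out the spread of the siNT libraries. It also counts libraries of the same siRNA as independent. The exact test of lists under the interaction, described below, has the same limits. The agreement of the 2 siRNAs was measured by Pearson's r across genes between siSF3B1_13 against siNT1 and siSF3B1_16 against siNT2, which share no library.

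A set of 9 lists of genes was fixed beforehand: the study's siRNA library of splicing factors, its library of downstream effectors, factors of nonsense-mediated decay (NMD), NMD-sensitive host genes of small nucleolar RNAs and similar transcripts, ribosomal protein genes, genes of the senescence-associated secretory phenotype (SASP), cell cycle genes, MAPK output genes and p53 target genes. The study chose the effector library partly on these libraries, so its tests are not independent evidence. The lists were tested with camera from limma 3.58.1 (inter-gene correlation preset at 0.01) under 5 contrasts, with Benjamini-Hochberg adjustment over the 45 tests and fry as the alternative. An exact two-sided permutation test of each list's mean log2 CPM per library, relative to the mean of all kept genes, was added after the results of camera had been seen, because camera's calls turned out to be frequent under random regroupings.

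The genes named in the text follow a rule fixed beforehand. They are SF3B1 and HRAS, the other splicing factors that the study's screen or staining picked out (RBM39, CWC22, SRSF1, XAB2, PUF60, SF3B4, DHX15 and SNU13), SUPT5H and CHD4. To these were added, for siSF3B1 in each cell, the interaction and RAS under siNT, the 3 genes with the largest positive and the 3 with the largest negative log2 fold change among genes with a symbol, an adjusted p under 0.05 and an average log2 CPM of at least 3; except for the interaction, every library of one arm had to lie above every library of the other. A gene whose libraries in one arm all had 3 counts or fewer was taken as at the floor, and a fold change against that arm is given as a lower bound. Precision was set by counting error and by the spread between replicates; library totals lay between 32175592 and 52050310 counts.

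The groups, designs, gene lists and most alternatives were fixed before the data were examined. The alternatives were RLE (the size factors of DESeq2) and upper-quartile scaling, no filter on low counts, the study's filter of at least 5 counts in every library, DESeq2 1.42.0 and limma voom in place of edgeR, fits on the compared arms or groups alone, 8 groups in place of 4 arms, one siRNA of a kind alone, a prior count of 0.5, blocks by replicate number or by culture number, and leaving out each of the 24 libraries in turn. The robust option of glmQLFit and the exact test of lists were added after seeing the data. The functions used for genes, lists, scores and siRNA agreement were tested on simulated counts for the 16008 kept genes. For the tests of genes, 200 genes were changed by 1 on the log2 scale. For lists, a list of 50 genes was raised, and for scores and siRNA agreement all genes were given a response. Of the 196 changed genes that passed the filter, 96.4% were recovered by the contrast within RAS cells with 7 false calls, and 89.3% by the interaction with 8. The simulation gave every gene the same biological coefficient of variation, 0.085, and no difference between siRNAs of one kind. The real siRNAs against SF3B1 did differ, so these rates need not hold for the real arms. A simulated response 1.4 times larger in RAS cells gave a ratio of scores of 1.39. Splicing itself was not analysed here, since gene counts do not show it.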

Results

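RNA was sequenced from 24 cultures of IMR90 fibroblasts, and reads were counted per gene. The cells either carried an empty vector (Control) or an inducible oncogenic HRAS that drives them into senescence (RAS). Each was transfected with 1 of 2 non-targeting siRNAs (siNT1 and siNT2) or with 1 of 2 siRNAs against the splicing factor SF3B1 (siSF3B1_13 and siSF3B1_16). There were 3 replicates of each siRNA in each cell, so that 4 arms of 6 libraries were compared. Library totals lay between 32175592 counts (RAS siNT1 replicate 1) and 52050310 counts (Control siNT2 replicate 1). The median total was 46028960 counts in Control siNT, 39806976 in Control siSF3B1, 40198801 in RAS siNT and 39246806 in RAS siSF3B1. After filtering, 16008 genes were tested, of which 13072 were protein-coding. The first principal component held 70.9% of the variance and separated RAS from Control libraries, and the second held 17.7% and separated siSF3B1 from siNT libraries within each cell. The common biological coefficient of variation was 0.0848 with 4 arms and 0.0519 with 8 groups.

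The targeted gene was examined first. SF3B1 (ENSG00000115524.11, GRCh37 chromosome 2, 198253239 to 198299803) stood at 369.9 ± 25.5 CPM in Control siNT and at 90.8 ± 7.39 CPM in Control siSF3B1 (mean ± SD, n = 6). Its log2 fold change was -2.03 (SE 0.06, adjusted p 2.98e-20), which left 24.6% of the transcript. In RAS cells it stood at 378.0 ± 7.74 CPM under siNT and at 37.3 ± 3.27 CPM under siSF3B1, a log2 fold change of -3.34 (SE 0.06, adjusted p 1.64e-24) that left 9.87%. Every siSF3B1 library lay below every siNT library of its cell, so the targeted transcript bore out the siNT and siSF3B1 labels of all 24 libraries. The fall was deeper in RAS cells, with an interaction of -1.31 (SE 0.08, adjusted p 2.6e-12), although the siNT levels of the cells did not differ detectably (log2 fold change 0.03, adjusted p 0.612). Both siRNAs left similar amounts, 91.2 and 90.4 CPM in Control cells and 40.1 and 34.5 CPM in RAS cells for siSF3B1_13 and siSF3B1_16. Among the alternatives, the use of 1 siRNA moved the RAS value most, to -3.23 with siSF3B1_13 and -3.45 with siSF3B1_16.

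**Figure D1:**
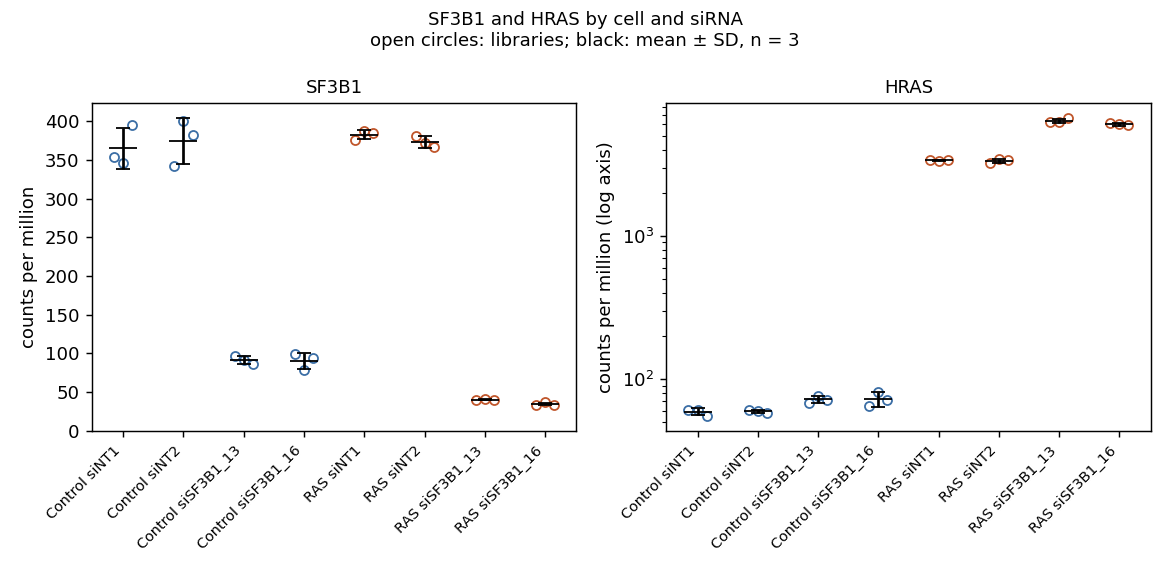
SF3B1 (linear axis) and HRAS (log axis) in CPM for the 8 groups of 3 libraries, with open circles for libraries and black marks for mean ± SD. SF3B1 fell to 24.6% of siNT in Control cells and to 9.87% in RAS cells, and HRAS was higher in RAS cells and rose further under siSF3B1.

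HRAS marks the cells. HRAS (ENSG00000174775.12, chromosome 11, 532242 to 537321) was at 59.1 ± 2.33 CPM in Control siNT and at 3353 ± 82.2 CPM in RAS siNT (n = 6 each), a log2 fold change of 5.83 (adjusted p 3.98e-33). Every RAS library lay above every Control library. After siSF3B1 it rose to 72.2 ± 5.86 CPM in Control cells (log2 fold change 0.29, SE 0.04, adjusted p 1.73e-06) and to 6202 ± 249 CPM in RAS cells (0.89, SE 0.04, adjusted p 2.19e-16), with no overlap between the siSF3B1 and siNT libraries of either cell. The rise was larger in RAS cells (interaction 0.60, SE 0.06, adjusted p 1.54e-08). Counts per gene do not separate reads of the construct from those of the cells' own HRAS. ESR1, which encodes the receptor that the construct is fused to, was chosen after its values had been seen. It stood at 1.15 and 1.11 CPM in Control siNT and siSF3B1, and rose in RAS cells from 2386 ± 62.8 to 4509 ± 75.8 CPM (log2 fold change 0.92, adjusted p 6.64e-11).

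The question of how SF3B1 loss alters gene expression in each cell was addressed by siSF3B1 against siNT. In Control cells 10671 of 16008 genes (66.7%) had an adjusted p under 0.05, of which 5121 were higher and 5550 lower, and 1262 of them changed by more than 1 on the log2 scale. In RAS cells 11722 genes (73.2%) were called, 6000 higher and 5722 lower, and 2526 of them changed by more than 1. The siSF3B1 and siNT libraries did not overlap at all for 6993 genes (43.7%) in Control cells and 8996 (56.2%) in RAS cells, against a chance share of 0.216%. Most calls were of small changes, with a median absolute log2 fold change of 0.47 in Control cells and 0.59 in RAS cells. The alternatives that moved these counts most were siNT1 as the only control in Control cells (9193 genes) and the study's stricter filter in RAS cells (10573 genes). The pair of non-targeting siRNAs gave the background. Between siNT2 and siNT1, 175 genes (1.09%) were called in Control cells and 385 (2.41%) in RAS cells, with a fit on the compared groups alone giving 6 and 1030 genes. These small counts depended on single libraries, with 51 genes without Control siNT2 replicate 3 and 289 without Control siSF3B1_16 replicate 2 in Control cells, and 166 without RAS siNT1 replicate 2 and 594 without Control siSF3B1_16 replicate 2 in RAS cells.

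**Figure D2:**
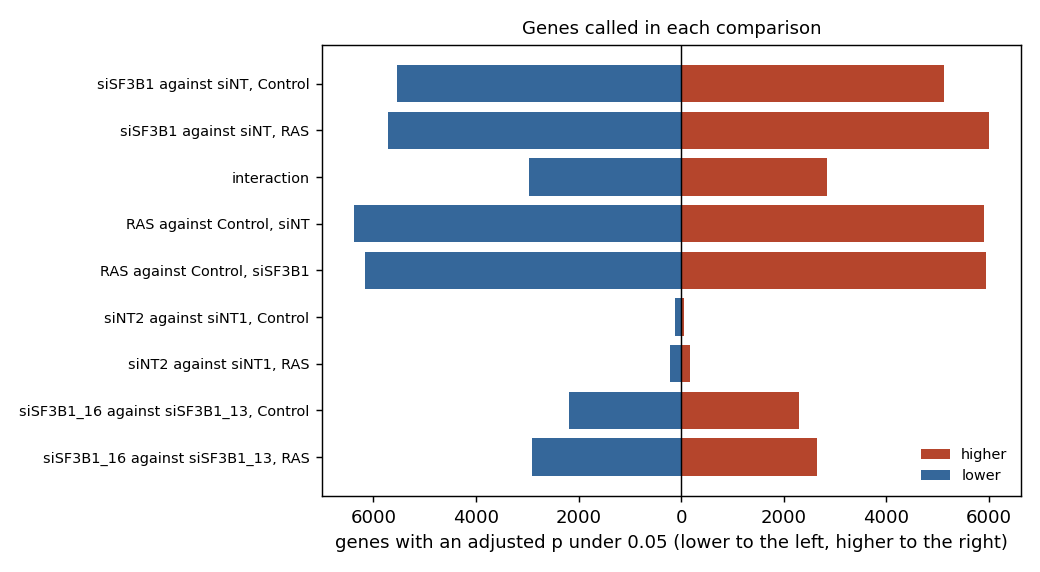
Number of genes with an adjusted p under 0.05 in each of 9 comparisons, with genes higher in the first-named group to the right and lower ones to the left. The comparisons of siSF3B1 with siNT and of RAS with Control call between 10671 and 12281 genes, those between the non-targeting siRNAs 175 and 385.

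Both siRNAs against SF3B1 gave similar responses, though not identical ones. Across genes, the changes of siSF3B1_13 against siNT1 and of siSF3B1_16 against siNT2 had a Pearson's r of 0.755 in Control cells and 0.831 in RAS cells; genes are not independent replicates. Without a filter on low counts, r dropped to 0.241 and 0.325. Called under both siRNAs were 8256 genes in Control cells, 96.5% of them in the same direction, and 9425 genes in RAS cells, 95.8% in the same direction. Directly compared, the siRNAs differed in 4485 genes (28.02%) in Control cells and 5557 (34.7%) in RAS cells, with 152 and 243 of these past 1 on the log2 scale.

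Whether the response depended on oncogenic RAS was tested by the interaction. It was called for 5816 genes (36.3%), with 2848 more positive and 2968 more negative in RAS cells, and 632 differed by more than 1. The count was most sensitive to the control siRNA and the grouping, at 3844 genes with siNT1 as the only control and 7571 with a mean for each of 8 groups. The absolute change was larger in RAS cells for 4468 of these genes (76.8%) and larger in Control cells for 1348. Across all genes the responses of the cells had a Pearson's r of 0.774 and a Spearman's rho of 0.768. A total of 8952 genes were called in both cells, 8478 (94.7%) in the same direction and 474 in opposite directions. Among those in the same direction 71.2% changed more in RAS cells, with a median ratio of 1.29. Of the 2770 genes called in RAS cells alone, 1444 had a called interaction, as did 723 of the 1719 called in Control cells alone, so for the others a difference between the cells was not shown.

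**Figure D3:**
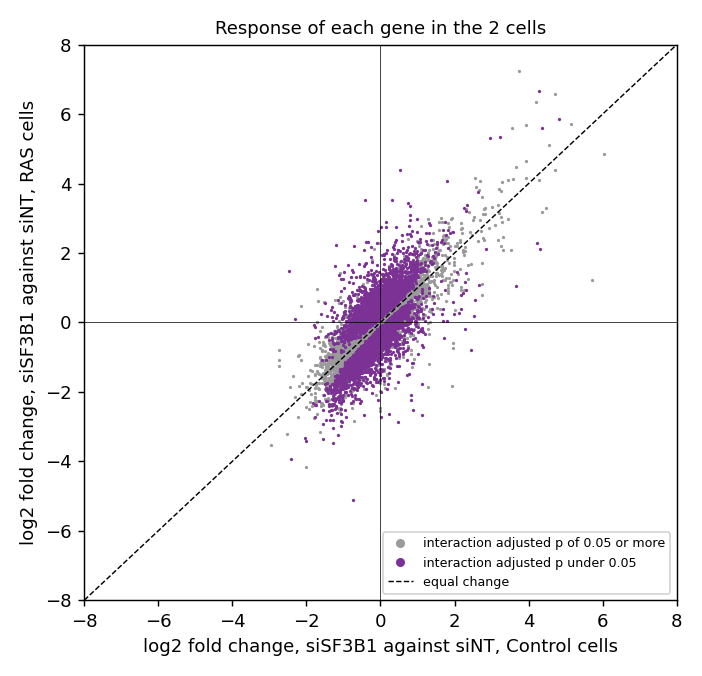
Log2 fold change of siSF3B1 against siNT in Control cells (horizontal) and RAS cells (vertical) for 16008 genes, with a dashed line of equal change and purple points for genes whose interaction had an adjusted p under 0.05. The points follow a common trend (r of 0.774), and 5816 are purple.

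The size of the whole response was measured without a threshold by a response score per library. It was 0.841 ± 0.0438 in Control cells and 1.16 ± 0.0171 in RAS cells (n = 6 each), a difference of 0.319 and a ratio of 1.38. All 6 RAS libraries scored above all 6 Control libraries (exact permutation p 0.00216, the smallest that the test can give). This p does not include the spread of the siNT libraries, whose mean is shared by all scores of a cell. With siSF3B1_13 alone the difference was 0.293, the lowest value among the alternatives. The siRNA groups scored 0.875 and 0.807 in Control cells and 1.17 and 1.15 in RAS cells for siSF3B1_13 and siSF3B1_16.

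**Figure D4:**
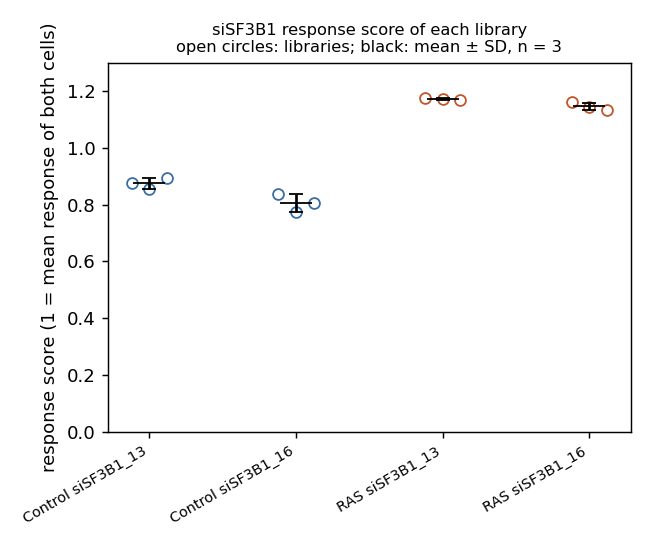
Response score of the 12 siSF3B1 libraries by group (1 is the mean response of both cells), with open circles for libraries and black marks for mean ± SD of 3. The lowest RAS score, 1.13, lay above the highest Control score, 0.893.

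Among well-expressed genes picked by the rule, the largest rises after siSF3B1 in Control cells were those of GDF15 (log2 fold change 2.66), LINC02154 (2.54) and ATF3 (2.03), and the largest falls after SF3B1 itself were those of FANCD2 (-1.70) and TRANK1 (-1.67). LINC02154 was picked through its level in RAS cells, since in Control cells it rose only from 0.110 to 0.657 CPM. In RAS cells the largest rises were those of G0S2 (3.54), HEY1 (2.90) and BMF (2.65), and the largest falls after SF3B1 those of PPP2R3A (-2.54) and PLCB3 (-2.40). Adjusted p-values of these 10 changes lay between 6.74e-20 and 4.01e-07 in Control cells and between 1.43e-21 and 3.25e-14 in RAS cells, and no libraries overlapped between siSF3B1 and siNT. G0S2 rose from 7.75 ± 0.389 to 90.02 ± 40.2 CPM (n = 6), with 126.7 ± 3.88 CPM under siSF3B1_13 and 53.4 ± 1.75 CPM under siSF3B1_16 (n = 3 each), so that the siRNAs differed in the size of the rise. The most positive interactions were those of G0S2 (3.24), HEY1 (2.75) and PDE4B (2.54, SE 0.10, adjusted p 4.58e-16). PDE4B (ENSG00000184588.13, chromosome 1, 66258197 to 66840262) fell in Control cells from 14.9 ± 0.642 to 10.98 ± 0.481 CPM (-0.44, adjusted p 6.2e-06) and rose in RAS cells from 34.7 ± 1.43 to 148.8 ± 21.7 CPM (2.10, adjusted p 6.41e-20), in 6 of 6 libraries each. The most negative interactions were those of LINC02154 (-2.35, adjusted p 1.37e-05), PI3 (-2.16) and SERPINA9 (-2.05). LINC02154 had between 3 and 9 counts in Control siNT and between 13 and 49 in Control siSF3B1, and its interaction was called under all 12 alternatives run and with each library left out. Those of PI3 and SERPINA9 rested on near-zero counts in Control cells, where PI3 reached 4 counts and SERPINA9 7 at most. The PI3 and SERPINA9 interactions (adjusted p 0.00796 and 0.0211) lost significance under some alternatives, with p over all of them from 0.00518 to 0.2 and from 0.000688 to 0.757. That of SERPINA9 was also lost without Control siSF3B1_16 replicate 1 (p 0.11) or replicate 3 (p 0.0811). GDF15 overlaps a microRNA gene that was also counted.

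The effect of oncogenic RAS itself was larger than that of siSF3B1. Under siNT, RAS and Control cells differed in 12281 genes (76.7%), 5900 higher and 6381 lower in RAS cells, and 4042 differed by more than 1. Leaving out the filter raised this to 13962 genes. Under siSF3B1 the count was 12118 (75.7%), 5946 higher and 6172 lower. The RAS effects under siNT and siSF3B1 had an r of 0.935 across genes; 10303 genes were called in both and 9806 of them had the same direction. CCL20 was at least 1535-fold and SERPINB4 at least 968-fold higher in RAS siNT than in Control siNT, where neither passed 2 counts; SERPINB4 has a near-identical neighbour, SERPINB3, which makes its reads uncertain. IL1B rose from 1.59 ± 0.338 to 4804 ± 428 CPM (log2 fold change 11.55, adjusted p 1.74e-29). The largest falls were those of CORIN (-7.02), ANO1 (-6.87) and ADAMTS15 (-6.44), with no overlap between the libraries of the cells. ANO1 overlaps another counted gene.

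Splicing factors were compared because the study screened them for knockdowns that lower the survival of RAS cells more than that of control cells. The induction of these factors that the study reported concerns nuclear protein, which gene counts do not measure. For most factors with raised protein, the study found mRNA either not significantly changed or lower, and it proposes post-transcriptional control. The list used here held 187 symbols of its siRNA library, 2 fewer than the factors that the study states, and 186 were tested. Under siNT, 59 of these were called higher and 79 lower in RAS than in Control cells, and the counts adjusted over the list alone were also 59 and 79. These genes as a whole did not move detectably, with a median log2 fold change of -0.03 (camera adjusted p 0.693, exact permutation adjusted p 0.682, 85 of 186 genes higher). The sign of this median changed with the scaling, to 0.01 under RLE. Of the factors picked out by the study, SNU13 (0.45) and PUF60 (0.32) were higher in RAS siNT and SRSF1 was lower (-0.40), with adjusted p-values of 6.29e-12, 8.34e-08 and 1.55e-10. RBM39 (-0.12) and XAB2 (-0.15, both with an adjusted p of 0.0181) lost their calls under 6 alternatives each (p over all alternatives from 0.00102 to 0.38 and from 0.00291 to 0.513) and without Control siNT1 replicate 2 (p 0.0631 and 0.0973). Single libraries also decided RBM39 without Control siNT1 replicate 3 (p 0.0521) and XAB2 without RAS siNT1 replicate 1 (p 0.0502). CWC22, SF3B4 and DHX15 were not called. Exceptions were CWC22 without a filter (p 0.0444; over all alternatives up to 0.533) and without Control siNT1 replicate 3 (p 0.0302), and SF3B4 under upper-quartile scaling (p 0.0363) and with 8 groups (p 0.0417; over all alternatives up to 0.697). SNU13 overlaps another counted gene on the other strand.

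After siSF3B1, most of these factors rose in both cells. RBM39 rose most, from 172 ± 9.16 to 321 ± 20.9 CPM in Control cells (log2 fold change 0.90, adjusted p 2.72e-15) and from 158 ± 3.33 to 327 ± 20.5 CPM in RAS cells (1.05, adjusted p 3.27e-17), in 6 of 6 libraries each. SRSF1, PUF60, SF3B4, DHX15 and SNU13 rose by between 0.21 and 0.51 in Control cells and between 0.31 and 0.63 in RAS cells, all called in both. CWC22 was called only in RAS cells (0.50, adjusted p 0.000128; Control 0.12, adjusted p 0.333), and XAB2 in neither. The responses of SRSF1 (interaction 0.26, adjusted p 0.000357), DHX15 (0.17, adjusted p 0.0153) and CWC22 (0.38, adjusted p 0.0464) were larger in RAS cells. The interaction of CWC22 was lost under 7 alternatives (p over all alternatives from 0.0262 to 0.419) and in 15 of 24 fits that each left out 1 library (p from 0.0111 to 0.101). That of DHX15 was lost under 5 alternatives (p over all alternatives from 0.00493 to 0.256) and without Control siNT1 replicate 2 (p 0.0607). Other differences were called only under some alternatives. The interaction of SNU13 (-0.11) was called under 6 of 13 (p over all from 0.0161 to 0.418) and without Control siNT1 replicate 2 (p 0.0146), and that of RBM39 (0.15) under 2 of 13 (p over all from 0.0273 to 0.492) and without Control siSF3B1_16 replicate 1 (p 0.0343) or RAS siSF3B1_13 replicate 1 (p 0.0451) or 3 (p 0.04). With siSF3B1_13 alone, the interaction of SF3B4 was called (0.20, p 0.00802; over all alternatives up to 1), as was the change of XAB2 in RAS cells (0.15, p 0.00731; up to 0.951). Over the whole library the median change was 0.09 in Control cells and 0.17 in RAS cells, with 115 and 121 of 186 genes higher (camera adjusted p 0.035 and 0.0869, exact adjusted p 0.00286 in each), and no interaction was detected (median 0.02, exact adjusted p 0.682).

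SUPT5H and CHD4 were followed because the study took them as downstream effectors. SUPT5H (ENSG00000196235.9, chromosome 19, 39926796 to 39967310) was at 173 ± 3.90 CPM in Control siNT and 171 ± 8.88 CPM in Control siSF3B1 (n = 6 each; log2 fold change -0.02, adjusted p 0.746). In RAS cells it was higher under siNT, at 257 ± 6.74 CPM (RAS against Control 0.57, adjusted p 5.47e-13), and fell to 180.4 ± 12.4 CPM after siSF3B1 (-0.51, SE 0.04, adjusted p 1.05e-11), with all 6 siSF3B1 libraries below all 6 siNT libraries. The responses differed between the cells (interaction -0.49, SE 0.06, adjusted p 1.7e-07). Under siSF3B1 the levels of the cells did not differ detectably (0.08, adjusted p 0.0787). CHD4 (ENSG00000111642.10, chromosome 12, 6679248 to 6723690) fell in both cells, from 378 ± 9.29 to 275 ± 17.6 CPM in Control cells (-0.46, SE 0.05, adjusted p 5.81e-09) and from 409 ± 16.2 to 235 ± 21.4 CPM in RAS cells (-0.80, SE 0.05, adjusted p 5.55e-14), again without overlap. The fall was larger in RAS cells (interaction -0.34, SE 0.07, adjusted p 0.000375). Its higher level in RAS siNT (0.11, adjusted p 0.0422) was lost under 3 alternatives (p over all alternatives from 0.000269 to 0.293) and in 9 of 24 fits that each left out 1 library (p from 0.0121 to 0.0908).

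**Figure D5:**
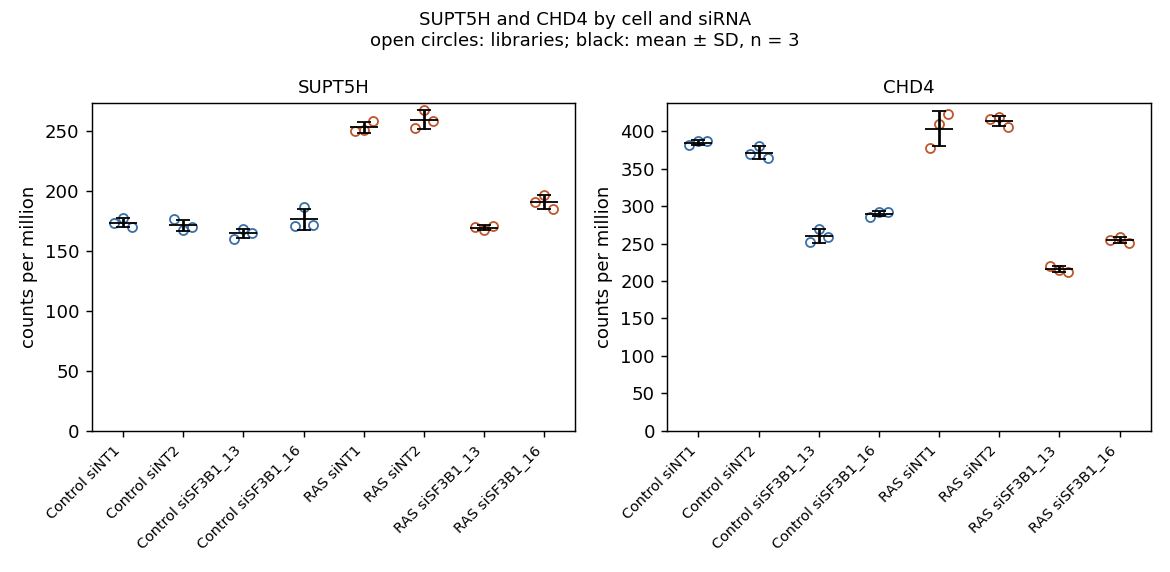
SUPT5H and CHD4 in CPM (linear axes) for the 8 groups of 3 libraries, with open circles for libraries and black marks for mean ± SD. After siSF3B1, SUPT5H fell in RAS cells alone, from 257 to 180.4 CPM, and CHD4 fell in both cells.

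The effector library, which the study chose partly on these libraries for lower expression in RAS siSF3B1, fell as a whole. In RAS cells its median log2 fold change after siSF3B1 was -0.45 (camera adjusted p 4.83e-13, 11 of 131 genes higher). Called were 125 genes, 8 higher and 117 lower, both over all genes and when adjusted over the list alone, and the latter is not independent evidence. In Control cells the median was -0.24, with 105 genes called either way, 13 higher and 92 lower. The fall was larger in RAS cells, with a median interaction of -0.22 (camera adjusted p 7.72e-11) and 83 genes called, or 86 when adjusted over the list alone. The study's filter gave -0.50 in RAS cells and siNT2 as the only control gave -0.27 for the interaction, the alternatives that moved these most. The exact permutation test of the library's mean gave an adjusted p of 0.00286 for each, the smallest it can give.

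The other lists asked whether nonsense-mediated decay (NMD), translation, the senescence programme, growth and stress genes moved. Of 45 tests by camera 27 passed an adjusted p of 0.05, of which 26 held under fry; fry alone passed 39 and the exact permutation test 35. The values below are median log2 fold changes, and the exact adjusted p was 0.00286, the smallest possible, unless stated. NMD-sensitive host genes rose by 0.37 in Control cells and 0.59 in RAS cells after siSF3B1 (11 and 12 of 13 genes higher), with an interaction of 0.21 (camera adjusted p 0.0182, exact 0.00835). NMD factors changed by 0.06 and 0.10, which camera did not call (adjusted p 0.0933 and 0.153), with no detectable interaction (0.06, exact 0.821). Ribosomal protein genes rose by 0.24 and 0.21 (75 and 68 of 78 higher), without an interaction (-0.03, exact 0.315). Cell cycle genes fell by -0.81 in Control cells (29 of 29 lower) and -0.66 in RAS cells (26 of 29 lower). Their interaction of 0.08 passed camera (adjusted p 0.02) but not fry (0.071) or the exact test (0.305). Genes of the senescence-associated secretory phenotype (SASP) rose by 0.18 in Control cells, which no set test except fry called (camera 0.165, exact 0.0866), and fell by -0.26 in RAS cells (camera 0.169). Their interaction was -0.66 (camera adjusted p 1e-05), with 12 of 23 genes called, each more negative in RAS cells. Genes of p53 rose by 0.65 and 0.35 (22 and 19 of 26 higher), with an interaction of -0.13 (camera adjusted p 0.000225). MAPK output genes rose by 0.33 and 0.26 (12 and 9 of 13 higher), without an interaction of the list as a whole (0.03, exact 0.656). Single genes of that list went both ways, with 8 of 13 interactions called, 4 more positive and 4 more negative in RAS cells.

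Between RAS and Control cells under siNT, SASP genes were higher by 6.84 (camera adjusted p 9e-47, 22 of 23 higher; the median was the same with 2 genes at the floor set to their bound). MAPK output genes were higher by 0.86 (11 of 13) and cell cycle genes lower by a log2 fold change of -2.48 (29 of 29). Smaller shifts were those of p53 targets (0.19, camera adjusted p 0.035), NMD factors (0.17) and NMD-sensitive host genes (0.17), the last 2 called by the exact test and not by camera. Ribosomal protein genes moved by -0.06 (exact 0.887) and effectors by 0.01 (camera adjusted p 0.629, exact 0.00286), a median that was -0.04 under upper-quartile scaling. Under siSF3B1 the corresponding values were 5.93 for SASP, 0.92 for MAPK output, -2.41 for cell cycle, 0.46 for NMD-sensitive host genes, 0.16 for NMD factors, -0.01 for p53 targets, -0.10 for ribosomal protein genes (exact 0.271), -0.19 for effectors (camera adjusted p 0.0492, and 0.067 under RLE) and -0.01 for the splicing factor library (exact 0.656). The exact test of p53 targets under siSF3B1 rests on their mean, which was higher in RAS cells by 0.16, unlike the median (exact adjusted p 0.00286). Camera did not call them (adjusted p 0.461). Under RLE the medians of p53 targets and of the splicing factor library under siSF3B1 turned to 0.01. The effector and splicing factor libraries shared 7 genes, and the effector library and the SASP list 1.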

Values the study reported

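The study reported 2,296 differentially spliced events after SF3B1 knockdown in control cells and 3,658 in RAS cells. Its screen used a library of 189 splicing factors, which gave 18 primary hits, of which 6 held up in a repeat. For its effector screen, 132 candidates were chosen.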

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

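The tests of SUPT5H, of opposite directions, of HRAS and of lists by permutation after scaling given below were chosen only after those results had been seen, and the other tests before.

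Of 58 sets of 6 libraries examined for a library far from the others, 3 passed the critical value of Dixon's test, where chance gives 2.9. The total of RAS siNT1 replicate 1 was 32175592 counts, while the other RAS siNT libraries lay between 39958121 and 42535753. SRSF1 was at 362 CPM in Control siSF3B1_16 replicate 1, with the others between 311 and 330 CPM. PUF60 was at 197 CPM in Control siSF3B1_16 replicate 2, with the others between 162 and 173 CPM. No biological explanation was tested for these. Their number is near the 2.9 expected by chance, but the sets share libraries and are not independent, so chance is not shown as the source. Control siSF3B1_16 replicates 1 and 2 were also the pair of one group furthest apart (chi-square per degree of freedom 30.5).

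The siSF3B1 response differed between the cells in 5816 genes, and the response score was higher in RAS cells by 0.319. For the number of genes, 2 of the 100 arrangements drawn, in which siRNA labels were dealt out within each cell, gave as many, the real one included. The other gave all 12 Control libraries but only 4 of 12 RAS libraries their own label, and so set the real Control response against a largely reversed RAS response. Technical causes of the larger score were tested by recomputing it. With every library thinned to the smallest total the difference was 0.322, so sequencing depth is no account of it. Without TMM factors it was 0.293, over genes with an average log2 CPM of at least 5 it was 0.344, and without the 500 genes that weigh most it was 0.318. Scaling, low counts and a few genes with very large changes are thus argued against as the whole cause, since the SD between libraries was 0.0597 at most in these checks and the exact permutation p was 0.00216, the smallest possible, in each.

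SF3B1 mRNA fell further in RAS cells, with an interaction of -1.31, so a deeper loss of the transcript is a possible account of the larger response. The SF3B1 protein left in each cell was not measured in these libraries, and mRNA need not give it. By staining, the study found more nuclear SF3B1 protein in RAS cells, and for splicing factors it found no significant correlation of mRNA with protein changes. If every gene responded in proportion, the cells would match once the Control response was multiplied by the ratio of scores, 1.38. After that scaling 4654 genes (29.1%) still had an adjusted p under 0.05 by edgeR, against 5816 before, so proportional response is argued against for these genes. A response of any other shape stays open. Within neither cell (0 of 2) did the siRNA that left less SF3B1 mRNA give the larger score, but the siRNAs differed so little in what they left that this decides nothing. No RAS siSF3B1 library had as much SF3B1 mRNA as a Control siSF3B1 library, so depth of knockdown and RAS cannot be told apart for such responses. The deeper fall of SF3B1 mRNA in RAS cells may itself reflect uptake, turnover or the induced state, none of which was tested.

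Genes that moved in opposite directions bear on this further. A deeper loss with one direction of response per gene would leave few such genes. Under 4 scalings, between 5.21% and 5.29% of genes called in both cells moved in opposite directions, of which between 49 and 52 genes did so by more than 0.5 on the log2 scale in each cell. All 474 such genes under TMM also had a called interaction. With p adjusted by the Bonferroni method in each cell, where fewer than 1 false call is expected, at least 24 genes, PDE4B among them, moved in opposite directions under every scaling. A deeper loss with one direction of response per gene is thus argued against for these genes. For them, RAS state may alter the direction of the response, and a response that turns with the depth of the loss stays open.

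HRAS rose more after siSF3B1 in RAS cells, with an interaction of 0.60 that stayed at 0.49 (adjusted p 1.14e-05 by edgeR) after the Control response was scaled up. Its log2 fold change in RAS cells was at least 0.84 under every alternative run, so library scaling is argued against. The rise in Control cells, in CPM, was 0.458% of that in RAS cells. This argues against the cells' own HRAS transcript as its main source unless its regulation differs in RAS cells. ESR1, the fusion partner chosen after its values had been seen, rose in RAS cells from 2386 to 4509 CPM. Its log2 fold change there was 0.92 (SE 0.08), against 0.89 (SE 0.04) for HRAS. A rise of the cells' own HRAS alone would leave ESR1 unmoved, so ESR1 argues against that source and points to the fusion transcript. A fusion gene carried by a vector would lack most introns. Of 268 single-exon protein-coding genes, 73.9% rose less than HRAS in RAS cells and their median change was 0.51, which is consistent with a general rise of transcripts without introns. A higher dose of the oncogene after siSF3B1 may thus contribute to other differences between the cells, which was not tested.

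SUPT5H showed an interaction of -0.49, with a fall in RAS cells alone. Its Control response was near 0, so scaling by the ratio of scores hardly moved it and tests little. The Control response would have to be multiplied by at least 5.05 before SUPT5H no longer differed between the cells (unadjusted p of 0.05). That factor also enlarges the error of a response near 0 (-0.02, SE 0.04), so it is no measure of a ratio of responses. Multiplied by 1.38, as for the whole response, or by 1.65, as for the log2 fold change of SF3B1, such a response would stay near 0. The fall of -0.51 (SE 0.04) in RAS cells argues against a response in proportion to the loss. SUPT5H belongs to the effector library that the study chose partly on these libraries, but its adjusted p after scaling by 1.38 (5.95e-06) was corrected over all genes tested. A threshold effect of the deeper loss stays open, since 0 of 6 RAS siSF3B1 libraries had as much SF3B1 mRNA as the lowest Control siSF3B1 library, and it cannot be told apart from an effect of RAS. CHD4 had an interaction of -0.34 that became -0.16 (adjusted p 0.148) after that scaling, so a proportional effect of the deeper loss is not excluded for it. The effector library had a median interaction of -0.22, which was -0.12 after that scaling. The library's mean response was then still lower in RAS cells by -0.18 (exact adjusted p 0.00487, from the smallest p the test can give). This decides nothing, since the study chose the library from these libraries, for lower expression in RAS siSF3B1 than in RAS siNT or than in Control siSF3B1, which builds in a lower response in RAS cells. A proportional effect of the deeper loss thus cannot be told apart from other accounts for this library. For camera, 12 of the 100 arrangements drawn for the interaction gave a camera p as small, and 5 of 100 splits for its fall in RAS cells. Unbalanced regroupings keep part of the real siSF3B1 effect, so these shares do not give the rate of camera calls without an effect. The camera p-values are not relied on here, and the exact test bears the same selection.

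Smaller differences between the cells were those of CWC22 (0.38), SRSF1 (0.26) and DHX15 (0.17). After the Control response was scaled, they were 0.34 (adjusted p 0.168), 0.18 (0.0354) and -0.00255 (0.984), so SRSF1 alone among them kept a detectable difference by edgeR. Of the factors without a called interaction, SNU13 was then lower in RAS cells (-0.27, adjusted p 0.00125). RBM39, XAB2, PUF60 and SF3B4 did not depart from proportion detectably. The medians of 4 lists differed as well, with NMD-sensitive host genes at 0.21, SASP genes at -0.66, cell cycle genes at 0.0817 and p53 targets at -0.13. After the scaling these were 0.02 (exact adjusted p 0.602), -0.79 (0.00487), 0.43 (0.0584) and -0.36 (0.00487). A proportional effect of the deeper SF3B1 mRNA loss thus stays open for the NMD-sensitive host genes. Cell cycle genes fell less in RAS cells, where proportion predicts a larger fall, and the scaling widened the difference (camera adjusted p 1.25e-08). A proportional effect thus offers no account of it, but the exact test was passed neither before nor after the scaling, so the difference itself is uncertain. For p53 targets proportion is argued against as the whole cause, and for SASP genes too, but low counts in Control cells limit the SASP response measured there. Under siNT, p53 targets were already higher in RAS cells (median 0.19) and cell cycle genes lower (-2.48). Whether these starting levels limit the response in RAS cells was not tested. Of the lists without a detected interaction, ribosomal protein genes (median -0.12, exact adjusted p 0.0117) and MAPK output genes (-0.10, 0.00487) were lower in RAS cells than in proportion, which means that their rise did not grow with the score. The splicing factor library (-0.02, 0.236) and NMD factors (-0.05, 0.147) did not depart from proportion detectably.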

How the results depend on the processing

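The robust option of glmQLFit and the exact permutation test of lists were chosen after seeing the data, and the other alternatives before.

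The counts of genes changed by siSF3B1 stayed within 1.5 times their value under every alternative run, from 9193 to 11660 in Control cells and from 10573 to 12615 in RAS cells. Those for RAS against Control lay between 10670 and 13962 under siNT and between 10690 and 13289 under siSF3B1. Across the 24 fits that each left out one library the ranges were 10376 to 10779, 11532 to 11890, 12102 to 12467 and 12006 to 12194. SF3B1 kept its direction and significance under all of these, between -2.04 and -2.01 in Control cells and between -3.45 and -3.23 in RAS cells, and between -2.05 and -1.99 and between -3.37 and -3.31 with one library left out. The interaction count was 3844 with siNT1 as the only control, which has fewer samples, against 5816, and between 5504 and 5884 with one library left out. Its share of higher calls fell from 48.97% to 40.1% with siNT1 and 39.9% with siNT2 as the only control; the cause was not tested. The effector library stayed between -0.50 and -0.41 in RAS cells and between -0.27 and -0.22 for the interaction, and between -0.49 and -0.43 and between -0.26 and -0.21 with one library left out, past the threshold throughout. Camera called between 25 and 28 lists with one library left out, 35 without a filter on low counts, 39 under fry and 35 under the exact test, in place of 27.

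The splicing factor library under RAS in siNT had a median of -0.0289 that fry called (adjusted p 0.00357; over the alternatives from 0.00357 to 0.872), as fry, unlike camera, sets a list against no other genes. Its sign was positive under RLE (0.0118), without a filter (0.0130), with the study's filter (0.00930) and with siNT2 as the only control (0.000527), none of them past the threshold. The cause was not tested. The response score difference was 0.293 with siSF3B1_13 alone and 0.335 with siSF3B1_16 alone, where the exact p of 0.1 is the smallest that 3 against 3 can give. Under the other alternatives it was between 0.311 and 0.331, and between 0.3005 and 0.330 with one library left out. The exact p in these was 0.00216 except under the culture block. The separate checks above gave 0.293 without TMM factors and 0.344 over genes with an average log2 CPM of at least 5.

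Agreement between the siRNAs moved with the set of genes. In Control cells r was 0.241 without a filter, 0.830 with the study's filter, 0.787 with a prior count of 0.5 and 0.883 over called genes. In RAS cells it was 0.325, 0.860 and 0.900 for no filter, the study's filter and called genes, and 0.858 with the controls swapped. In both cells r was thus higher the stricter the filter on low counts. The cause was not isolated, and the lower prior count also raised r in Control cells. With one library left out r lay between 0.726 and 0.754 in Control cells and between 0.813 and 0.832 in RAS cells.

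Counts between siRNAs of one kind were the least stable. For siNT2 against siNT1 in Control cells the count was 352 with DESeq2 and 6 with only the compared groups, which have fewer samples, in place of 175. With one library left out it lay between 51 and 289. It was 59 and 82 without siNT1 replicates 1 and 2, 61, 104 and 51 without siNT2 replicates 1, 2 and 3, and 289 without Control siSF3B1_16 replicate 2, which enters only through the shared dispersion. In RAS cells the count was 1030 with only the compared groups in place of 385, and between 166 and 594 with one library left out. It was 210, 166 and 242 without siNT1 replicates 1, 2 and 3, 256, 225 and 171 without siNT2 replicates 1, 2 and 3, and 594 without Control siSF3B1_16 replicate 2. For siSF3B1_16 against siSF3B1_13 in Control cells the compared groups alone gave 2614 genes in place of 4485. Apart from the samples left out, the cause was not tested.

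Replicate numbers and culture numbers are given in the labels, and their pairing was checked by correlating deviations of same-numbered libraries from their group means. For culture numbers, 6 of 13 correlations in Control cells and 0 of 12 in RAS cells passed 0.1. For replicate numbers these were 8 of 18 and 3 of 18. Same-numbered pairs in Control cells had a median of 0.0538 by culture and 0.0652 by replicate, against -0.109 and -0.0907 for other pairs. In RAS cells the medians were -0.0896 and -0.0127 against 0.0260 and 0.0198. Pairing by number was thus not shown, but these few and scattered correlations do not exclude it, least of all in Control cells. With the replicate number as a block, 10433 and 11560 genes were called for siSF3B1 in Control and RAS cells, 5437 for the interaction, and 12123 and 11956 for RAS. With the culture number as a block the counts were 10460, 11084 and 4950, and the score difference was 0.316 (exact p 0.00476). The culture block gave 44 genes between the non-targeting siRNAs in Control cells and 3116 between the SF3B1 siRNAs in RAS cells, the cause of which was not tested. Of the single genes in the text, the interaction of CWC22 was not called under either block, that of SERPINA9 under the culture block and the RAS effect on CHD4 under the replicate block. The culture block was not fitted for RAS against Control, for the total of list tests or for the splicing factor library. A fit on the compared arms alone has no form for the interaction.

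Single genes changed direction only near 0 and without passing the threshold. After siSF3B1 in Control cells XAB2 was at -0.00557 with siSF3B1_13 alone and SUPT5H at 0.0367 with siSF3B1_16 alone, and in RAS cells XAB2 was at -0.0341 with siNT2 alone. The XAB2 interaction was -0.00475 without a filter, -0.00976 with the study's filter, -0.0959 with siSF3B1_16 alone and -0.0606 with siNT2 alone. That of PUF60 was -0.0167 under RLE, -0.0169 under DESeq2, -0.0352 without a filter, -0.0403 with the study's filter, -0.00151 with the culture block, -0.0689 with siSF3B1_16 alone and -0.0748 with siNT2 alone. That of SF3B4 was -0.0638 with siSF3B1_16 alone. Between the cells under siNT, upper-quartile scaling gave -0.00970 for SF3B1 and -0.0155 for DHX15. With one library left out, XAB2 lay between -0.00866 and 0.0758 and SUPT5H between -0.0421 and 0.00246 in Control cells, and the interactions of XAB2 between -0.0116 and 0.0865 and of PUF60 between -0.0518 and 0.0408. The cause was not tested. Over all single genes named, the alternatives gave 32 values that lost significance, 13 that gained it, 17 that changed direction and 811 that did none of these. With one library left out, 31 lost it, 5 gained it, 18 changed direction and 1578 did none of these.

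Depth limits what can be said of genes near 0 counts in Control cells, such as SERPINA9, SERPINB4 and CCL20, for which no response to siSF3B1 there was called. PI3 was called there (adjusted p 0.02), but on at most 4 counts per library. Its Control siNT libraries were at the floor, with at most 2 counts. The Control siSF3B1 mean of 0.0518 CPM lay below the floor of 0.0619 CPM, so no lower bound of a rise can be given. Thinned to 32175592 counts per library, 10252 and 11397 genes were still called for siSF3B1 in Control and RAS cells.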

Other observations

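The test of sequencing depth for the mitochondrial share was chosen after that result had been seen, and the other tests in this part before.

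Chance as a source of the calls was tested by other splits of the same libraries, refitted on the compared libraries alone. For siSF3B1 in Control cells 1 of 100 splits drawn from 462 gave as many genes (10319 in that fit, at most 3518 in the others), and the same held in RAS cells (1 of 100, 11376 against 5014). For RAS against Control it was 1 of 100 under siNT (12553 against 3043) and 1 of 100 under siSF3B1 (11036 against 617). Sets of 3 against 3 allow 10 splits, too few for a share under 0.05. Of these, 2 of 10 gave as many genes for the non-targeting siRNAs in Control cells, where another split gave 1001 genes against 6, and 1 of 10 in RAS cells (963 genes). For the SF3B1 siRNAs 1 of 10 splits gave as many in Control cells (2589 genes) and 1 of 10 in RAS cells (6893 genes), with 0 genes in the other splits of each. The refits for the splits gave 963 and 2589 genes for real groupings where the fits on the compared groups given earlier had 1030 and 2614. The cause of this difference was not examined. The camera test set the real grouping apart less clearly. For the total of list tests past the threshold, 23 of 100 arrangements gave as many as the real one. The others had a median of 23 against 27. These arrangements mixed RAS with Control and siSF3B1 with siNT libraries, so unbalanced ones still carry part of those effects. They do not show how often camera passes a list without any effect. For the splicing factor library 63 of 100 splits gave a p as small.

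Genes with more exons fell further after siSF3B1. Over 13057 protein-coding genes the median log2 fold change in Control cells was 0.25 for genes with 1 exon, 0.09 for 2 to 5, 0.05 for 6 to 10, -0.11 for 11 to 20 and -0.25 for over 20. In RAS cells the medians were 0.51, 0.20, 0.11, -0.14 and -0.39. The slope per doubling of exon number was -0.11 in Control cells and -0.17 in RAS cells. Transcript length, GC content and expression level were each put in the same regression, and the weaker of the slopes of the cells was then -0.12, -0.11 and -0.12. With all of these it was -0.13 in Control cells (95% bootstrap interval -0.14 to -0.12) and -0.21 in RAS cells (-0.22 to -0.20). Single libraries did not account for it, since every siSF3B1 library had a lower slope than every siNT library of its cell. The smaller of the differences in slope between siSF3B1 and siNT was -0.10 (exact permutation p 0.00216, the smallest possible). Without cell cycle genes and genes lower in RAS siNT than in Control siNT by more than 1 on the log2 scale, the weaker slope was -0.11 over 11027 genes. The slope was steeper in RAS cells by -0.0658 (exact permutation p 0.00216). A lower output of transcripts that need more splicing steps may underlie this, as a hypothesis found and tested on the same libraries; splicing was not measured here.

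The share of counts from the mitochondrial genome rose after siSF3B1, from 2.87 ± 0.104% to 3.46 ± 0.0839% in Control cells and from 4.39 ± 0.162% to 6.01 ± 0.289% in RAS cells (SD, n = 6, exact permutation p 0.00216 in each). At least 12 of 13 mitochondrial protein-coding genes rose in each cell, which argues against a few abundant transcripts as the source. With the library total in the same regression, the siSF3B1 difference was still 0.614 percentage points in Control cells (95% interval 0.420 to 0.808) and 1.63 in RAS cells (1.303 to 1.95), where the totals of siNT and siSF3B1 libraries overlapped, so a difference in depth is argued against as the cause. A fall of nuclear transcripts relative to mitochondrial ones, whose genes have no introns, may explain it and was not tested.

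The difference between siSF3B1_16 and siSF3B1_13 recurred in both cells. Across 9609 genes it had an r of 0.697 between Control and RAS cells, and 1 of 100 pairs of splits of these libraries gave an r as large, the next being 0.666. Spread between libraries is thus argued against as its source. The difference between siNT2 and siNT1 had a lower r between the cells, 0.294. The r of the difference between the SF3B1 siRNAs with the siSF3B1 response was -0.24 in Control cells and -0.12 in RAS cells. Different strength of one response is thus argued against as its whole source. A part of it stays open, since siSF3B1_16 scored below siSF3B1_13 in Control cells (0.807 and 0.875) and in RAS cells (1.15 and 1.17). Off-target effects of either siRNA may explain the difference, and 2768 genes differed between the siRNAs in both cells, 2670 of them in the same direction.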
